A study of Mus musculus with 31 samples.

How the data were processed

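RNA was measured in mesenchymal stromal cells sorted from mouse visceral adipose tissue. Per the labels' protocols, 1000 cells per library were sorted again after a first sort, RNA was captured on beads, polyadenylated RNA was reverse transcribed from an anchored oligo(dT) primer, and cDNA was amplified by PCR, fragmented with the Nextera XT transposase and sequenced as paired 25 bp reads on a NextSeq500. The gates of the sort are not given in the labels. Column names of the count table carry Thy1, CD55 and Pparg for some of the other populations, and what the name of the 3 columns used here stands for is not given in the sources used here. The authors deposited a table of whole-number counts per gene symbol. STAR 2.5.4, featureCounts and the build mm10 are named in the submitters' processing notes. The gene annotation, the strand setting and the treatment of reads that match several genes are not given in the sources used here. Counts of paralogs, of overlapping genes and of antisense pairs are therefore uncertain. No molecular identifiers are described, so counts include PCR copies, and limits for genes with 0 counts cover counting error only.

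The table has 31 columns for 31 samples, but its column names are population names and codes that differ from the subtype names of the labels. Columns were not matched by order or by their values, and 28 columns were not used. The 3 used columns carry 1 male population name if the case of letters is ignored. A and B have it as DpFAPs and C as DPFAPs. The 3 columns were assigned to male VmSC5 because the labels give 5 male samples of that subtype and 4 of every other. Each other male name in the table has 2 columns. The assignment assumes that the spellings are 1 name and that all columns of 1 name belong to 1 subtype. It is an inference, not a label. If DPFAPs were a separate name, A and B would have a name with 2 columns, and their subtype would not be fixed. The replicate numbers of the 3 columns could not be matched to samples, so they are called A, B and C in the order of the table. The column names of A and B give an age of 10 weeks and that of C gives 9 weeks, so age and library cannot be separated for C. The series text states that replicates were pools of 2 to 4 mice.

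The comparisons fixed before the data were examined, which were edgeR quasi-likelihood contrasts between subtypes and between sexes with tests of gene lists, could not be run with 1 group. Of the rule that fixed which genes are named, the 5 sex-linked genes and the 10 fixed genes could be used. Its other parts choose genes from the contrasts and could not be applied. In their place the text names most of the 15 genes with the highest mean level and up to 4 members of each list with the highest mean level. Further list members were chosen singly, and some members are not reported here. These replacements, the pairs of genes compared and the thresholds of 1, 10 and 100 CPM were chosen after the values were seen. The 27 gene lists were fixed before the data were examined and hold 642 entries, of which 638 matched a symbol in the table. Some genes stand in more than 1 list.

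Counts were divided by the column total and multiplied by 1000000 (CPM). The totals were 3773998, 7183515 and 6483782, so 3 counts correspond to 0.795, 0.418 and 0.463 CPM in libraries A, B and C. Log2 values had 0.5 CPM added. The common biological coefficient of variation was estimated with edgeR 4.0.16 in R 4.3.3 after TMM scaling, on genes with at least 1 CPM in every library. Pairs of libraries were compared by chi-square over genes with at least 10 counts in the pair, to look for libraries deposited more than once. Within a library, 16 pairs of genes or lists were compared by the log2 ratio, with a two-sided exact permutation test over 3 libraries and Benjamini-Hochberg adjustment. Its smallest possible p is 0.25, so no pair could pass 0.05. The spread of a list between libraries was the median SD of log2 CPM over members with a mean of at least 5 CPM. It was set against 10000 random lists of the same size drawn from genes of the same mean level in 50 bins, as a description of these libraries, for the 24 lists with at least 5 such members. The number of members that shared 1 highest library was set against random lists made in the same way. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used, and figures were drawn with matplotlib 3.10.9.

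The spread step was tested on simulated data made from the means and totals of these libraries, with 10175 genes in the step and 200 of them raised 4-fold in library A. Of 20 lists of 10 raised genes, 20 passed the 95th percentile. Of 200 lists of other genes, 8 did. The number of members sharing 1 highest library reached the 95th percentile in 20 of the 20 raised lists and in 14 of the 200 others. The coefficient of variation of data simulated at 0.3 was estimated at 0.32. The simulation used means and totals, without a length trend between libraries or other genes that vary together. The 8 of 200 is therefore not a rate for the real lists, whose members may vary together.

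Exon lengths and positions come from GENCODE vM21, which is built on GRCm38, the assembly that mm10 names. A symbol that stands for more than 1 gene there got no length. Lengths were found for 49262 of 52997 symbols, which hold 99.5% of counts. The exon length of a gene is that of the union of its annotated exons, so it can exceed the length of the transcripts present. It is not a transcript length, and levels with exon-length scaling carry this error. The alternatives, all chosen after seeing the data, were TMM and RLE scaling, totals without Gm42418, Gm26917 and Gm10800, totals without mitochondrial genes, exon-length scaling, other minimum levels, and leaving out each library in turn.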

Results

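The series profiled mesenchymal stromal cell subtypes, named VmSC1 to VmSC5, sorted from the visceral fat of young male and female mice that carry a Pparg-TdTomato reporter on a C57BL/6 background. Its labels describe 31 samples in 10 groups: 21 male samples, with 5 of VmSC5 and 4 of each other subtype, and 10 female samples, with 2 of each subtype. Each library came from 1000 sorted cells, and each replicate pooled 2 to 4 mice aged 8 to 10 weeks. The labels set up comparisons of subtypes within a sex and of the sexes within a subtype. None of these is reported here, because the columns of the count table carry other population names than the sample labels, and 28 of its 31 columns could not be tied to a group. The remaining 3 columns share a male population name, apart from the case of a letter in C, and were assigned to male VmSC5 by inference. Only a name with 3 columns beside names with 2 can complete a group of 5 where the other male groups have 4. This holds provided that the spellings are 1 name and that columns of 1 name belong to 1 subtype. No label states this assignment, so the values below describe 3 male stromal libraries, called A, B and C, whose subtype rests on that inference. Their column names give an age of 10 weeks for A and B and of 9 weeks for C, so library C differs in age as well. Without the other groups, no level below can be called particular to a subtype or to males.

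The 3 libraries held 3773998, 7183515 and 6483782 counts (A, B and C). Of 52997 gene symbols, 23388, 24474 and 20638 had at least 1 count, and 12157 reached a level of 1 CPM (counts per 1000000 counts of the library) in every library. Levels are given in CPM, as mean ± SD over 3 libraries (n = 3) unless stated. Across the 13974 genes with a mean of at least 1 CPM, log2 levels of library pairs correlated with Pearson's r of 0.93 to 0.95. This is a correlation across genes, which are not independent replicates. Every pair differed beyond the sampling noise of reads, with a chi-square per degree of freedom of 19.3 to 37.8, so no library repeated another. The common biological coefficient of variation, the relative spread between libraries beyond counting noise, was 0.27 by edgeR. Xist, the X-inactivation transcript of female cells (chromosome X, 103460366 to 103483254, mm10), had 0 counts in every library, which allows up to 0.172 CPM over the 17441295 pooled counts. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were at 62.1 ± 30.5, 58.7 ± 20.6, 33.2 ± 5.74 and 28.5 ± 2.21 CPM.

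Matrix genes were among the most abundant. The highest level of any gene was that of Gsn, at 84524 ± 23526 CPM, which is a pan-mesenchymal marker and not a member of the matrix list. It encodes the actin-severing protein gelsolin (chromosome 2, 35256380 to 35307892). Col3a1, the alpha chain of type III collagen (chromosome 1, 45311538 to 45349706), followed among protein-coding genes at 43611 ± 8088 CPM, and the proteoglycan gene Dcn (chromosome 10, 97479609 to 97518143) at 29256 ± 7261 CPM. Basement membrane genes were also among the 15 highest: Col4a1 at 9330 ± 3297, Hspg2 at 7355 ± 3735 and Col4a2 at 4650 ± 1193 CPM. Of 44 extracellular matrix genes measured, 41 averaged at least 10 CPM and 34 at least 100 CPM, and the list took 15.5% ± 1.60 of all counts. Scaling by exon length put this share at 8.15%, since many matrix genes have a large exon length. Some long matrix transcripts were lower in library A, which also had lower levels of long transcripts relative to short ones and the highest mitochondrial share (1.33%). Hspg2, with an exon length of 14307 bp, was at 3057, 9803 and 9205 CPM in libraries A, B and C. Fn1 (11685 bp) was at 2844, 8148 and 6634 CPM, and Col15a1 (6349 bp) at 433, 1485 and 1527 CPM. Col1a2, with an exon length of 12426 bp, differed less, at 6637, 8177 and 7088 CPM. Its transcripts may be shorter than this union of exons. Col3a1 exceeded Col1a1 in 3 of 3 libraries, by 2.80 ± 0.10 on the log2 scale. With exon-length scaling they were at 15993 and 3427, so the size of this ratio depends on the unit.

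All 16 pan-mesenchymal markers averaged at least 10 CPM, and 14 averaged at least 100 CPM. The list's median was 1772 ± 252 CPM. Among the genes fixed before the data were examined, the growth factor receptor gene Pdgfra (chromosome 5, 75152292 to 75198215) was at 1053 ± 192 CPM, Cd34 at 1088 ± 173 CPM and Ly6a, which encodes the surface antigen Sca-1, at 496 ± 122 CPM. Of 20 surface markers of stromal subsets, 18 averaged at least 10 CPM. Cd81 was at 1505 ± 266, Cd9 at 85.3 ± 44.7, Ly6c1 at 67.5 ± 22.9 and Thy1 at 44.9 ± 10.97 CPM. Cd9 varied from 35.5 CPM in library C to 121.8 CPM in library B.

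**Figure D1:**
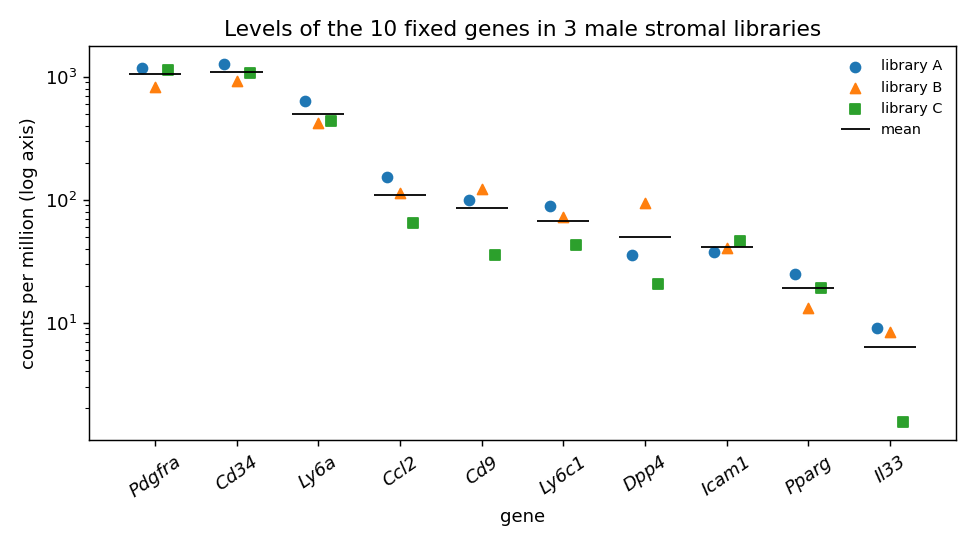
Levels of the 10 genes fixed before the data were examined, on a log axis of CPM. Each symbol is a library and each line the mean of 3 libraries. Cd34 and Pdgfra lay highest, at means of 1088 and 1053 CPM, and Il33 lowest, at 6.30 CPM, with library C at 1.54 CPM. The order depends on the unit: with exon-length scaling Ly6a was at 1470, Cd34 at 534 and Pdgfra at 376.

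Genes of the adipocyte lineage were present at unequal levels. Pparg, the nuclear receptor that drives fat cell formation (chromosome 6, 115360951 to 115490399), was at 19.0 ± 5.84 CPM, and Cebpa, which acts with it, at 4.93 ± 1.17 CPM. Cebpb was at 6.09, 0.557 and 0.617 CPM in libraries A, B and C. The transcription factor genes Ebf1 and Ebf2 were higher, at 266 ± 44.1 and 259 ± 32.5 CPM, and Ebf2 exceeded Pparg in 3 of 3 libraries. Of 19 adipogenic regulators measured, 11 averaged at least 10 CPM. Among 31 adipocyte lipid genes, 16 averaged at least 10 CPM and 5 at least 100 CPM. Lpl, the lipoprotein lipase gene, reached 2230 ± 641 CPM and Fabp4, a fatty acid carrier, was at 128.0, 167 and 84.8 CPM in libraries A, B and C. The list's members differed in which library was highest: A for 12 of the 18 members with a mean of at least 5 CPM, at percentile 88.1 of matched random lists, and B for the other 6. Lep was at 0.530, 0.139 and 0 CPM and Cidec at 0.795, 0.418 and 0 CPM in libraries A, B and C, which is at most 3 counts in any of them. Fasn, the fatty acid synthase gene, was at 104, 227 and 206 CPM, Plin1 was at 13.8, 0.835 and 5.09 CPM and Cd36 at 79.8, 13.4 and 30.4 CPM. Adipoq was at 6.09 CPM in library A and had 0 counts in B and C, which allows up to 0.418 and 0.463 CPM there. Car3 was at 178 CPM in library A against 6.26 and 20.5 CPM in B and C. Library A also had the highest mitochondrial share (1.33% against 0.669% and 0.526%). It had lower levels of genes with a large exon length relative to those with a small one.

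Gene lists for 3 subsets of fat progenitors were all represented. Of 21 interstitial progenitor genes, named for Dpp4, 15 averaged at least 10 CPM, with a median of 67.6 ± 30.2 CPM. Dpp4 itself, a surface peptidase gene (chromosome 2, 62330073 to 62412231), was at 35.5, 94.2 and 20.5 CPM in libraries A, B and C, and Pi16 at 16.2, 98.4 and 35.3 CPM. Of 18 committed preadipocyte genes, named for Icam1, 15 averaged at least 10 CPM, with a median of 157 ± 21.4 CPM. Icam1 was at 41.2 ± 4.19 CPM. Dpp4 and Icam1 had no fixed order, with Dpp4 higher in 1 of 3 libraries (two-sided exact permutation p = 1, Benjamini-Hochberg adjusted p = 1). Of 12 genes of the adipogenesis-regulatory list, named for F3, 9 averaged at least 10 CPM, with a median of 209 ± 16.9 CPM. F3, the coagulation factor receptor gene, was at 391 ± 114 CPM and Gdf10, which encodes a BMP family ligand, at 915 ± 94.6 CPM.

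Few of the cytokine genes were abundant. Of 38 cytokines and chemokines, 13 averaged at least 10 CPM, 4 averaged at least 100 CPM and 4 had 0 counts in every library, Il1b among them, which allows up to 0.172 CPM over the pooled counts. Ccl11, the eosinophil chemoattractant eotaxin (chromosome 11, 82057823 to 82062955), was at 967 ± 247 CPM, Cxcl12 at 455 ± 270 (764, 265 and 336 CPM in libraries A, B and C), Csf1 at 139 ± 18.9 and the monocyte chemoattractant Ccl2 (chromosome 11, 82035571 to 82037453) at 109.8 ± 44.0 CPM. Il33, an alarmin cytokine gene that sustains regulatory T cells in visceral fat (chromosome 19, 29925114 to 29960718), was low, at 9.01, 8.35 and 1.54 CPM in libraries A, B and C. Ccl2 exceeded Il33 in 3 of 3 libraries, by 4.22 ± 0.68 on the log2 scale, and Ccl11 exceeded Ccl2 by 3.19 ± 0.53. With exon-length scaling Ccl11, Ccl2 and Il33 were at 3189, 344 and 7.79. The order was kept, but the size of a ratio between genes depends on the unit. For each order found in 3 of 3 libraries, here and for the other pairs, the two-sided exact permutation p was 0.25, the smallest that 3 libraries allow (adjusted p = 0.267 over 16 pairs). Complement transcripts were more abundant, with 11 of 18 genes averaging at least 10 CPM and C3 at 4176 ± 129 CPM, the inhibitor gene Serping1 at 3384 ± 364 CPM and C7 at 661 ± 255 CPM.

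Response pathways differed in level. Of 29 interferon response genes, 24 averaged at least 10 CPM, led by the antigen presentation genes H2-D1 at 787 ± 60.4 and B2m at 758 ± 335 CPM. Of 24 NF-kB and acute-phase genes, 18 averaged at least 10 CPM, with Steap4 at 2067 ± 591 and haptoglobin (Hp) at 481 ± 80.0 CPM. Immediate early and dissociation genes, which respond within minutes to handling of cells, were high: 25 of 28 averaged at least 10 CPM, with Jun at 714 ± 241, Fos at 542 ± 64.1, Dusp1 at 534 ± 18.3 and Egr1 at 472 ± 52.6 CPM. Of 29 TGF-beta and BMP pathway genes, 17 averaged at least 10 CPM, with the receptor gene Tgfbr2 at 852 ± 136 and Bmper at 666 ± 322 CPM. Of 27 Wnt pathway genes, 10 averaged at least 10 CPM, with the receptor gene Fzd4 at 146 ± 15.9 and the ligand gene Wnt5a at 114 ± 23.7 CPM.

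Proliferation genes were low. All 31 cell cycle genes averaged at least 1 CPM, but 8 reached 10 CPM and none 100 CPM, and the proliferation marker Mki67 was at 13.8 ± 5.33 CPM. Of 28 nuclear-encoded oxidative phosphorylation genes, 27 averaged at least 10 CPM, with Atp5b at 465 ± 63.1 CPM. Cholesterol synthesis genes reached 10 CPM in 17 of 20 cases, with Hmgcs1 at 151 ± 21.7 CPM. Of 25 sex steroid and glucocorticoid genes, 13 averaged at least 10 CPM. The oestrogen sulfotransferase gene Sult1e1 was at 2358, 815 and 1062 CPM in libraries A, B and C and the cortisone reductase gene Hsd11b1 at 1127 ± 146 CPM. The oestrogen receptor gene Esr1 was at 61.6 ± 23.6 CPM. Among 36 Hox and positional genes, 9 averaged at least 10 CPM, led by Wt1 at 47.5 ± 15.1 and Tcf21 at 42.6 ± 4.83 CPM, and the posterior gene Hoxa13 had 0 counts in every library. Of 18 sex chromosome genes, 10 averaged at least 10 CPM.

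Markers of other cell types that visceral fat contains were mostly low. Of 18 endothelial markers, 2 averaged at least 10 CPM, Eng at 208 ± 38.7 and Tek at 135 ± 24.2 CPM, while Cdh5 had 0 counts in every library and Pecam1 was at 0, 0.974 and 0 CPM in libraries A, B and C. Of 20 mesothelial markers, 5 averaged at least 10 CPM, with Cldn15 at 123 ± 21.8 CPM and Msln at 0 counts in every library. Of 16 epididymal and uterine epithelial markers, 0 averaged at least 10 CPM and 8 had 0 counts in every library. Of 16 pericyte and smooth muscle markers, 5 averaged at least 10 CPM, with Des at 101.2 ± 12.2 CPM and Acta2 at 3.44, 13.6 and 0.154 CPM in libraries A, B and C. Of 12 glial and nerve sheath markers, 3 averaged at least 10 CPM: Pmp22 at 624 ± 161, Scn7a at 470 ± 7.66 and Cnp at 85.0 ± 5.22 CPM. Of 24 haematopoietic markers, 5 averaged at least 10 CPM, and library B was the highest for each of the genes named next. Cd74, an antigen presentation gene, was at 60.1, 184 and 20.8 CPM in libraries A, B and C, Lyz2 at 47.2, 70.3 and 8.48 CPM, and Ptprc, which encodes CD45, at 7.42, 12.5 and 0 CPM. The list took 0.0329% ± 0.0303 of counts, and 0.0163% without library B. The median of the pan-mesenchymal list exceeded that of each of these 6 lists in 3 of 3 libraries. The log2 difference, with 0.5 CPM added, was 8.25 ± 0.61 for the pericyte and smooth muscle list and 9.29 ± 0.38 for the glial and nerve sheath list. For the other 4 lists the median lay under the level of 3 counts in at least 1 library, so no size is given.

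**Figure D2:**
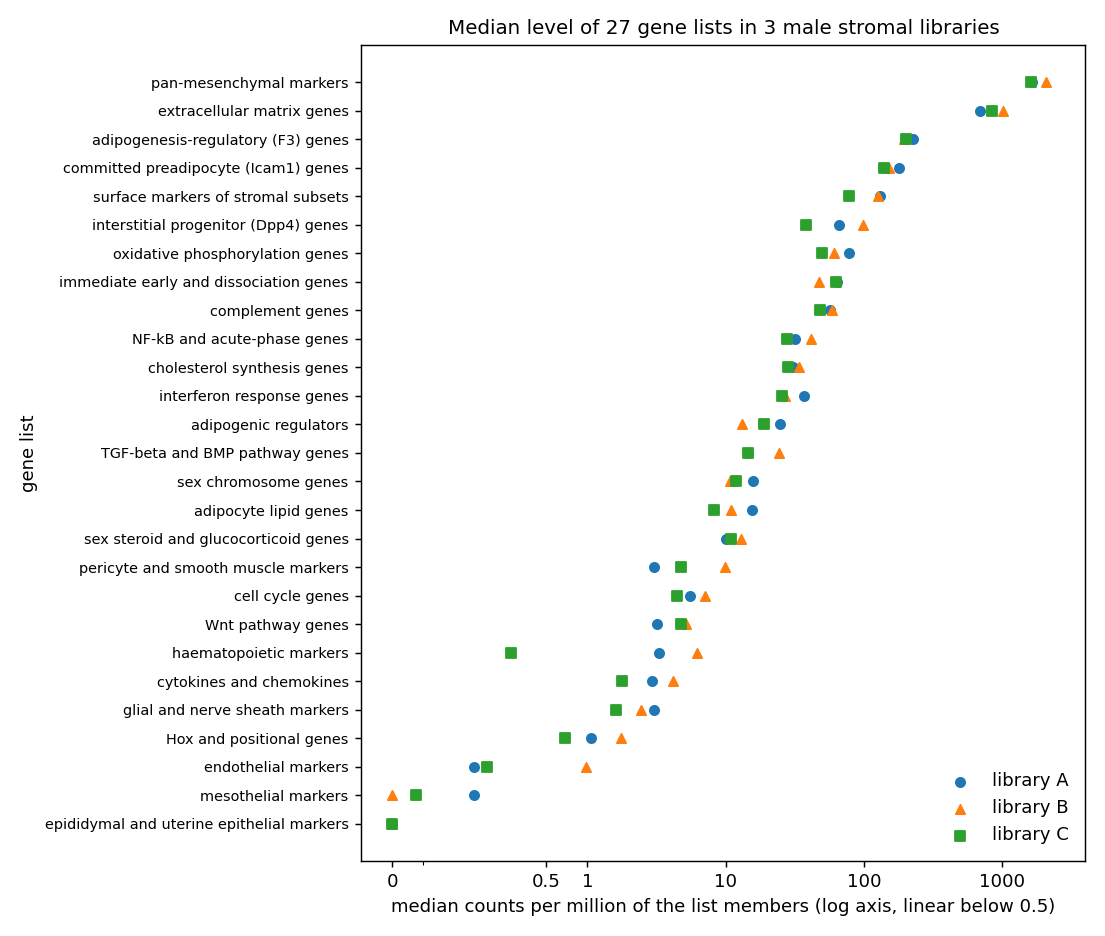
Median CPM of 27 gene lists in each library, on an axis that is logarithmic above 0.5 and linear below. Each symbol is a library; the pan-mesenchymal list lay highest, with a mean of 1772 CPM over libraries, and the epididymal and uterine epithelial list lowest, at 0 CPM.

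Some of the counts fell on transcripts of unclear origin. Gm42418 (chromosome 17, 39846958 to 39848788), which RefSeq lists under an 18S ribosomal RNA related sequence, took 2.44%, 6.01% and 5.74% of counts in libraries A, B and C. Together with Gm26917 and Gm10800 it took 3.25%, 7.76% and 6.96%. Mitochondrially encoded genes took 1.33%, 0.669% and 0.526%, so library A had the smallest total and the highest mitochondrial share.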

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

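None of the alternatives planned before the data were examined was run, because each belongs to a comparison between groups that could not be formed. No paired analysis was possible because the 3 columns used belong to 1 group and carry no replicate number of the labels. All alternatives below were chosen after seeing the data. The number of genes at 1 CPM in every library (12157) ranged from 10950 with a minimum of 2 CPM to 16311 when 1 library sufficed. The biological coefficient of variation ranged from 0.20 without library A to 0.33 with genes at 1 CPM in at least 1 library. Counts of list members at 10 CPM stayed within 1.5 times of the reported count in 263 of 270 cases. The exceptions were cell cycle genes (8 reported, 5 with 10 CPM in every library and 3 with a minimum of 20 CPM), mesothelial markers (5 reported, 3 and 2 under the same settings), haematopoietic markers (5 reported, 2 with 10 CPM in every library and 9 with length scaling) and Hox and positional genes (9 reported, 5 with a minimum of 20 CPM). Of 850 gene levels recomputed with another scaling, 99 moved by at least 1 SD, 94 of them under length scaling, which changes the unit. Leaving out a library cannot move a mean of 3 by 1 SD, so a factor was used there: 43 of 163 genes moved by over 1.5 times without 1 of the libraries (18 without A, 24 without B and 1 without C). Examples were Cebpb and Car3, at 0.587 and 13.4 CPM without A, and Cd74, at 40.5 CPM without B. Leaving out a low library raises a mean of 3 by at most 1.5 times, so only genes with a high library could be counted. Il33, low in library C at 1.54 CPM, could not be counted for C. The small number without C therefore does not show that levels are robust to library C. The number of lists above the 95th percentile of spread was 10, and ranged from 3 without library B to 11 without library A; without library C it was 6. The interstitial progenitor and haematopoietic lists stayed above that percentile in each of these settings. Library A, with 3773998 counts, sets the detection limit of 0.795 CPM for single libraries.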

Other observations

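The tests of age, and of a shared highest library in the interstitial progenitor list, were chosen after levels of its members had been seen. The tests with the length trend removed and the test on low haematopoietic members were set before their results were seen.

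Gene lists differed in how evenly they were expressed in the 3 libraries. Of 24 lists, 10 had a median SD of log2 CPM above the 95th percentile of matched random lists, and 0 lay under the 5th percentile. Among the 10 were surface markers of stromal subsets (99.65), cytokines and chemokines (99.56) and committed preadipocyte genes (98.94). Surface markers fell to 80.9 without library C, and cytokines and chemokines to 82.1 without library B. Committed preadipocyte genes fell to 42.0 without library A and 47.7 without library B. In the other settings these lists stayed above the 95th percentile. Cell cycle genes (95.7) and immediate early and dissociation genes (95.07) passed narrowly. Among the other settings, cell cycle genes stayed above the 95th percentile only with totals without Gm42418, Gm26917 and Gm10800 (96.16). They fell to 15.7 with length scaling. Immediate early and dissociation genes fell to 84.9 without library B and 50.2 without library C, and stayed above it in the other settings. The extracellular matrix list was at the 98.0th percentile, with 30 of its 43 tested members highest in library B, at percentile 99.585 of random lists. Its spread fell to the 86.4th percentile without library B and was at 99.75 with the length trend removed. Adipocyte lipid genes were at the 99.6th percentile, but at 92.7 without library B, 84.3 without library C, 94.3 with length scaling and 98.5 with the length trend removed. Library A was highest for 12 of 18 of them, at percentile 88.1 of random lists, and for 10 of 13 members under 5 CPM, at percentile 99.3. Pan-mesenchymal markers were at the 66.3rd percentile, but at 13.4 without library B and 86.5 with length scaling. Complement genes were at the 69.3rd, but at 31.1 without library C and 78.7 without library B. Sex steroid and glucocorticoid genes were at the 54.1st, but at 96.6 without library A and 15.15 with RLE scaling. Pericyte and smooth muscle markers were at the 97.4th percentile, with 9 of 10 members highest in library B, at percentile 99.615 of random lists. Their spread was at 54.0 without library B, 91.7 with length scaling and 99.95 with the length trend removed. Of 6 members under 5 CPM, 3 were highest in library B. Of the 10 lists above the 95th percentile, 8 fell under it with another scaling or without a library, and 4 other lists rose above it.

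Library A had lower levels of genes with a large exon length relative to those with a small one. Across 10046 genes, its log2 deviation from the mean of the 3 libraries had a Spearman's rho of -0.28 with exon length, against 0.25 in library B and 0.15 in library C. Genes are not independent replicates, so no p is given. In the shortest quartile of genes the median deviation was 0.22, -0.04 and -0.17 in libraries A, B and C, and in the longest quartile -0.07, 0.16 and -0.07. Interferon response genes were highest in library A for 21 of 26 members, at percentile 99.885 of random lists. Oxidative phosphorylation genes were highest there for 25 of 28 members, at percentile 99.995. For these counts, here and for other lists, random lists were matched on level and not on exon length. The counts were not repeated with the length trend removed, so they cannot be told apart from that trend. The spread of the oxidative phosphorylation list was at percentile 27.7, and at 0.35 with the length trend removed (26 members with a length). It was also at 0.67 with TMM and 1.39 with RLE scaling, so the drop does not single out length. The percentile rose to 71.3 without library A and to 74.99 without library B.

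Haematopoietic markers differed most between libraries, with a median SD of 1.57 on the log2 scale against 0.36 in random lists of the same level. A length trend is argued against, since with the trend removed the median SD was 1.47 against 0.33 in random lists (percentile 100). The lower age of library C is argued against as the whole cause, since A and B, which share an age, had a median SD of 0.97 against 0.31. RNA of haematopoietic cells in unequal amounts stays open as a candidate explanation. All 10 members with a mean of at least 5 CPM were highest in library B, with Cd74 at 184, H2-Ab1 at 148.3 and H2-Aa at 123.9 CPM there, but this is the observation itself; of 11 members below that level, 7 were highest in B, at percentile 85.17 of random lists, which decides nothing. Whether the sort removed blood cells is not given in the sources used here. Stromal cells can also express antigen presentation genes, but this caveat concerns Cd74, H2-Ab1 and H2-Aa among the genes named. Ptprc, which encodes CD45, was at 7.42, 12.5 and 0 CPM in libraries A, B and C. Lyz2 was at 47.2, 70.3 and 8.48 CPM, Coro1a at 3.97, 19.6 and 0.463 CPM and Cd68 at 3.71, 10.4 and 1.39 CPM.

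Interstitial progenitor genes had a median SD of 0.65 on the log2 scale against 0.31 in random lists of the same level. A length trend is argued against, since with the trend removed the median SD was 0.71 against 0.27 in random lists (percentile 100). The lower age of library C is argued against as the whole cause, since A and B had a median SD of 0.69 against 0.30 (percentile 99.97). An unequal share of Dpp4-type stromal cells in the sorted pools may account for it, but 12 of 17 members were highest in library B, at percentile 92.85 of random lists, short of 95. Exceptions included Efemp1 at 1699 CPM and Ackr3 at 341 CPM, both highest in library A. A shared library B is not particular to this list. It was also highest for 10 of 10 haematopoietic, 9 of 10 pericyte and smooth muscle and 30 of 43 matrix genes. Library A was most often highest for other lists, such as oxidative phosphorylation genes (25 of 28). With 3 libraries the unequal share of Dpp4-type cells stays open.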
